A study of Mus musculus with 6 samples. Its data were reported in "Single-cell landscape of nuclear configuration and gene expression during stem cell differentiation and X inactivation" (2021).

How the data were processed

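The deposited files analysed were 8 barcode lists from 6 pools, a readme and a directory listing. Per the labels, 5 of the pools were fixed with formaldehyde (3.5%) and digested with DpnII; the label text of the pool with NPCs used here gives neither. The labels of all 6 pools state a digestion time of 960 and a ligation time of 240, without units. The authors wrote each barcode list as an 8-base sequence and the label of the cells given that sequence. Neither a tool for assigning reads nor an allowance for mismatches is stated there. Per the readme, the authors aligned reads to an mm10 genome with the strain variants masked, kept cells by their number of contact pairs, their ratio of contacts within to contacts between chromosomes and their share of reads from one species, and split contact pairs by parental allele. They then summed contacts per distance range, grouped cells by cell cycle stage, and classed X chromosomes by the difference between long-range and mid-range contacts. Those profiles, clusters and classes were not analysed here, and none of the values below is a contact count. The lists hold no read or cell numbers, so depth per sample could not be computed from them, and the study's own totals of cells and contacts were not used here.

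Each list was read in full, with no filter. Groups came from the sample descriptions, and each of the 6 pools was a group of 1. The cell line and stage of a label were read from the label, and from the description of the pool where the label gave a day alone. GC content was compared by the range of the labels' mean GC percent within a list, with labels permuted over barcodes (100000 resamples, seed 20). The mean Hamming distance between labels minus that within labels was tested with as many permutations, two-sided. Both families were adjusted by Benjamini-Hochberg over the 8 lists, although 6 of the lists divide the barcodes identically and so give one and the same test. Barcodes of a label found in 2 lists were compared by Fisher's exact test, two-sided, adjusted over the 12 comparisons. Numbers of wells, base shares, label matches and listing entries had no test. Wells and base shares are exact values of the design; 95% Wilson intervals served only to judge whether an alternative moved a share that has no test. The threshold of the tests was 0.05.

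The permutation tests were tested on simulated data, 200 sets of 96 barcodes each. With no difference between labels, 5% of the sets had a GC p-value under 0.05 and 6.5% a distance p-value under 0.05. With a planted difference, whose size is not given here, 99% and 100% did. These rates therefore do not show how small a difference the tests could detect. Apart from the planted difference, simulated barcodes were drawn at random with equal base shares and no minimum distance. They were divided only as most of the lists are, and tested with fewer resamples. The listed barcodes are richer in G and C and differ at 4 positions or more, so the rates need not hold for them.

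These tests and the alternatives were fixed before the data were examined, apart from the restriction to labels that a description writes exactly, which was chosen after. The rule for single barcodes was to name only the closest pair of different labels in a list. Since between 352 and 512 pairs of different labels tie for the lowest distance in a list, none is named by it. The alternatives were pooling labels by cell line, distinct barcodes only, A plus G in place of GC, edit distance in place of Hamming distance, labels of cell lines named in the descriptions only, looser matches of barcodes and labels, and other ways to count listing entries. For the closing section, DpnII sites (GATC) were located on the 20 chromosomes 1 to 19 and X of GRCm38, the assembly the series names and of which mm10 is another name, and fragments that hold unknown bases were left out. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.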

Results

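The data came from 6 sequenced pools of cells assayed by sci-Hi-C, a Hi-C method for single cells in which nuclei receive a first barcode in wells, are pooled, and receive a second barcode, so that a pair of barcodes names a cell and its read pairs give chromatin contacts. The labelled cells were hybrid mouse embryonic stem cells (129 by castaneus) kept undifferentiated (day 0), differentiated to embryoid bodies, grown out of these as fibroblasts (day 20), or turned into neural precursor cells (NPC). The study also mixed in human cells as a control for cell aggregation, and no label of the lists names them. Of the cell lines, F123 is male, F121 is female, and Tsix-stop is female with a transcriptional stop in the Tsix gene of the 129 X chromosome. Each pool formed its own group with 1 sample and no replicate, so no difference between pools could be set against a replicate error. The files analysed held barcode lists, a readme and a listing of folders, and no contact counts, so the depth of the libraries could not be computed from them. The pools carried 8 barcode lists, 3 of them belonging to the pool of course B day 0 cells and NPCs and 1 to each other pool.

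The lists were first compared for how many barcodes each cell population received. Every list had 96 entries with 96 distinct barcodes of 8 bases. In the course C day 20 list, F123_d20 and TsixStop_d20 held 36 barcodes each (37.5%) and F121_d20 held 24 (25%). In the course C day 7 list, F121_d7, F123_d7, TsixStop_d7 and TsixStop_d0 held 24 each. In the course C day 0 list, F121_d0 and F123_d0 held 48 each (50%). The course A F121 list gave 24 barcodes each to d0, d3, d7 and d11, labels that carry no cell line. The course A Tsix-stop list gave 24 each to TsixStop_d0, TsixStop_d3, TsixStop_d7 and TsixStop_d11. The 3 lists of the pool with NPCs gave 24 barcodes to every label. The NPC list held F121_NPC, F123_NPC, TsixStop_NPC_P7-1 and TsixStop_NPC_P7-2. The day 0 and Tsix-stop NPC list held F121_d0, F123_d0, TsixStop_NPC_P7-1 and TsixStop_NPC_P7-2, and the F121 and F123 day 0 and NPC list held F121_d0, F121_NPC, F123_d0 and F123_NPC. These numbers are set by the experimenter and have no sampling error. Pooling labels by cell line moved them most: all 96 barcodes of each course A list then belonged to one line.

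**Figure D1:**
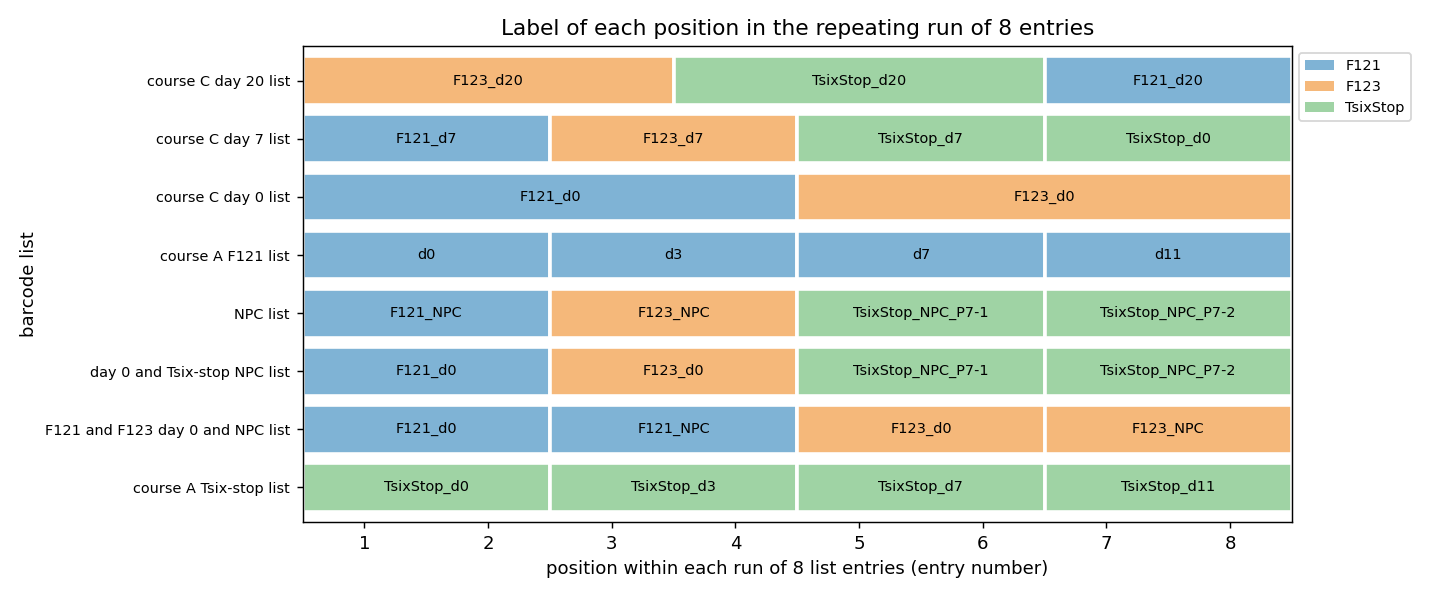
Label (text) and cell line (colour) at each position of the run of 8 entries that repeats down each of the 8 barcode lists. The x axis is the position in the run and each row is a list; 6 lists give each label 2 neighbouring positions, the course C day 0 list gives 4, and the course C day 20 list gives 3, 3 and 2.

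The lists were then compared with each other, because a barcode used in several lists names a cell population only once its list is known. All 8 lists held the same 96 barcodes in the same order, so each of the 28 pairs of lists shared 96 barcodes. The labels differed: 5 of the 28 pairs of lists gave at least 1 barcode the same label. Over the 8 lists, a barcode stood for between 5 and 8 different combinations of cell line and stage. Ignoring what the labels are called, the lists divided the barcodes in 3 ways. One division into 4 sets of 24 was shared by 6 lists, and the course C day 0 list and the course C day 20 list each had their own.

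Labels written identically in 2 lists allowed 12 comparisons of the barcodes they held. In 4 comparisons all the barcodes coincided, in 3 some did, and in 5 none did. TsixStop_d7 held the same 24 barcodes in the course C day 7 list and in the course A Tsix-stop list (two-sided Fisher's exact p = 3.83e-23, adjusted p = 1.15e-22 by Benjamini-Hochberg over the 12), whereas TsixStop_d0 shared 0 of 24 between the same lists (exact p = 0.000639, adjusted p = 0.000639). F123_d0 of the course C day 0 list shared 0 barcodes with F123_d0 of the day 0 and Tsix-stop NPC list and 24 with that of the F121 and F123 day 0 and NPC list (exact p = 2.47e-09 for each, adjusted p = 3.71e-09). F121_NPC and F123_NPC shared 0 of 24 barcodes between the NPC list and the F121 and F123 day 0 and NPC list (exact p = 0.000639 for each, adjusted p = 0.000639). Barcodes were placed by list position in blocks, so these p-values describe the overlap against random placement only. In course A, the same 24 barcodes stood for a given day in F121 and in Tsix-stop at each of days 0, 3, 7 and 11.

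Barcode GC content was compared between labels because a bias of ligation or amplification could act on a label through its barcodes. Mean GC content over the 96 barcodes was 65.1% ± 6.26 (SD, n = 96 barcodes), with a lowest value of 62.5% and a highest of 87.5%. A total of 80 barcodes had 5 G or C bases, 12 had 6 and 4 had 7. In the division shared by 6 lists, the 4 sets had mean GC contents of 66.1% ± 7.8, 64.6% ± 7.06, 65.6% ± 5.53 and 64.1% ± 4.22 (SD, n = 24 barcodes each), a range of 2.08 percentage points (permutation test, p = 0.757, adjusted p = 0.841 by Benjamini-Hochberg over the 8 lists). The range was 1.56 points in the course C day 20 list (permutation p = 0.632, adjusted p = 0.841) and 0.521 points in the course C day 0 list (permutation p = 0.841, adjusted p = 0.841). No range of mean GC content was wider than random placement of labels commonly gave. The sets are fixed by design and differ by the values given, so these p-values do not measure a bias acting through the barcodes. The test also compares means only. In the course C day 0 list the SD was 7.4 for F121_d0 and 4.93 for F123_d0. Replacing GC by the share of A plus G gave the largest range among the alternatives, 3.65 points in the 6 lists (permutation p = 0.855).

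Distances between barcodes were compared because a misread base can turn a label into another only where barcodes of different labels lie close. The mean Hamming distance, the number of positions at which 2 barcodes differ, was 5.87 over the 4560 pairs, and the lowest was 4, reached by 680 pairs. It follows from this lowest distance that each of the 2304 possible single-base substitutions left a barcode within 1 mismatch of its own barcode and of no other. In the division shared by 6 lists, barcodes of different labels differed on average at 5.86 positions and barcodes of one label at 5.9, a difference of -0.0452 (two-sided permutation test, p = 0.266, adjusted p = 0.266). The difference was 0.0559 in the course C day 20 list (permutation p = 0.124, adjusted p = 0.266) and -0.0508 in the course C day 0 list (permutation p = 0.135, adjusted p = 0.266). Under the edit distance, which also allows insertions and deletions, the lowest value fell to 2 for 12 pairs, and 10 of these pairs carried different labels in the 6 lists.

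**Figure D2:**
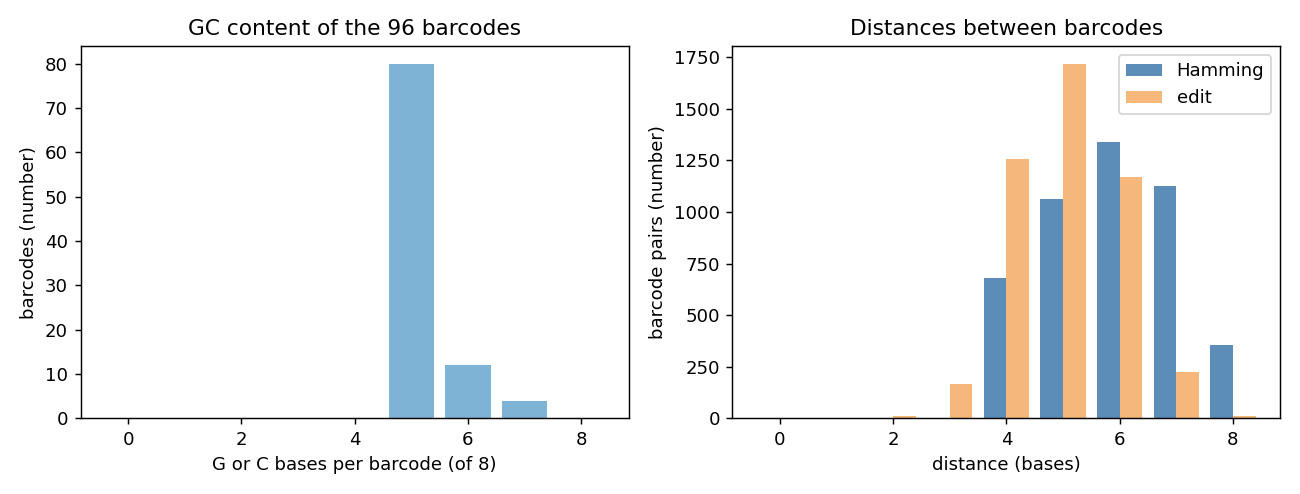
Left, number of barcodes by their count of G or C bases; right, number of barcode pairs by Hamming and by edit distance in bases. No barcode has fewer than 5 G or C bases, and no pair lies under a Hamming distance of 4.

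The share of each base at each barcode position describes how varied the barcodes are from base to base. The lowest share was 14.6%, for T at position 8 (14 of 96 barcodes), and the highest was 35.4%, for C at position 1 (34 of 96). These shares describe the whole barcode set and have no sampling error. Positions are counted from 1 at the start of the barcode as listed.

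The sample descriptions were compared with the lists to see whether each described experiment can be found by its label. The descriptions named 23 experiments and tied them to 29 combinations of label and list. Of these, 27 were found exactly as written. The other 2 concerned the label of the F123 NPCs, which the description of the pool with NPCs writes without its leading F, while both lists named for it held F123_NPC. The lists held 29 combinations in all, and the 2 that no description named exactly were those of F123_NPC. Every label of the lists named F121, F123 or TsixStop or gave a day alone.

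The listing was read for which processed outputs exist for which cells. It named 1112 files in 27 folders, the numbers its closing line states, and every file name held one of 33 data set names. Each cell line and stage in the barcode lists had a data set of its name, with a prefix for those of course C. Allelic contact decay profiles, which give contacts per distance range for one parental allele of a cell, were listed for 24 data sets in 816 files. A total of 18 data sets had files in all 21 subfolders, for 19 autosomes, the X chromosome and the whole genome. The other 6 data sets were in 5 subfolders each, those of chromosomes 1, 2, 3 and X and the genome. These were F123 at days 0, 7 and 20 of course C, both replicates of F121 day 0 and Patski, a fibroblast line with a stable inactive X. Lists of cells by the structure of their X chromosomes, in 3 classes, were named for 19 data sets at a threshold of 50 contacts (57 files), none of them from the male F123 line. At a threshold of 100 contacts only the 3 files of Patski were listed. Cell cycle clusters were named for 17 data sets with 6 files each, 1 for every combination of 3 distance measures and 2 scalings, with 0 files for F123 and 0 for day 7 of course C. Non-allelic profiles were named for 27 data sets in 54 files.

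**Figure D3:**
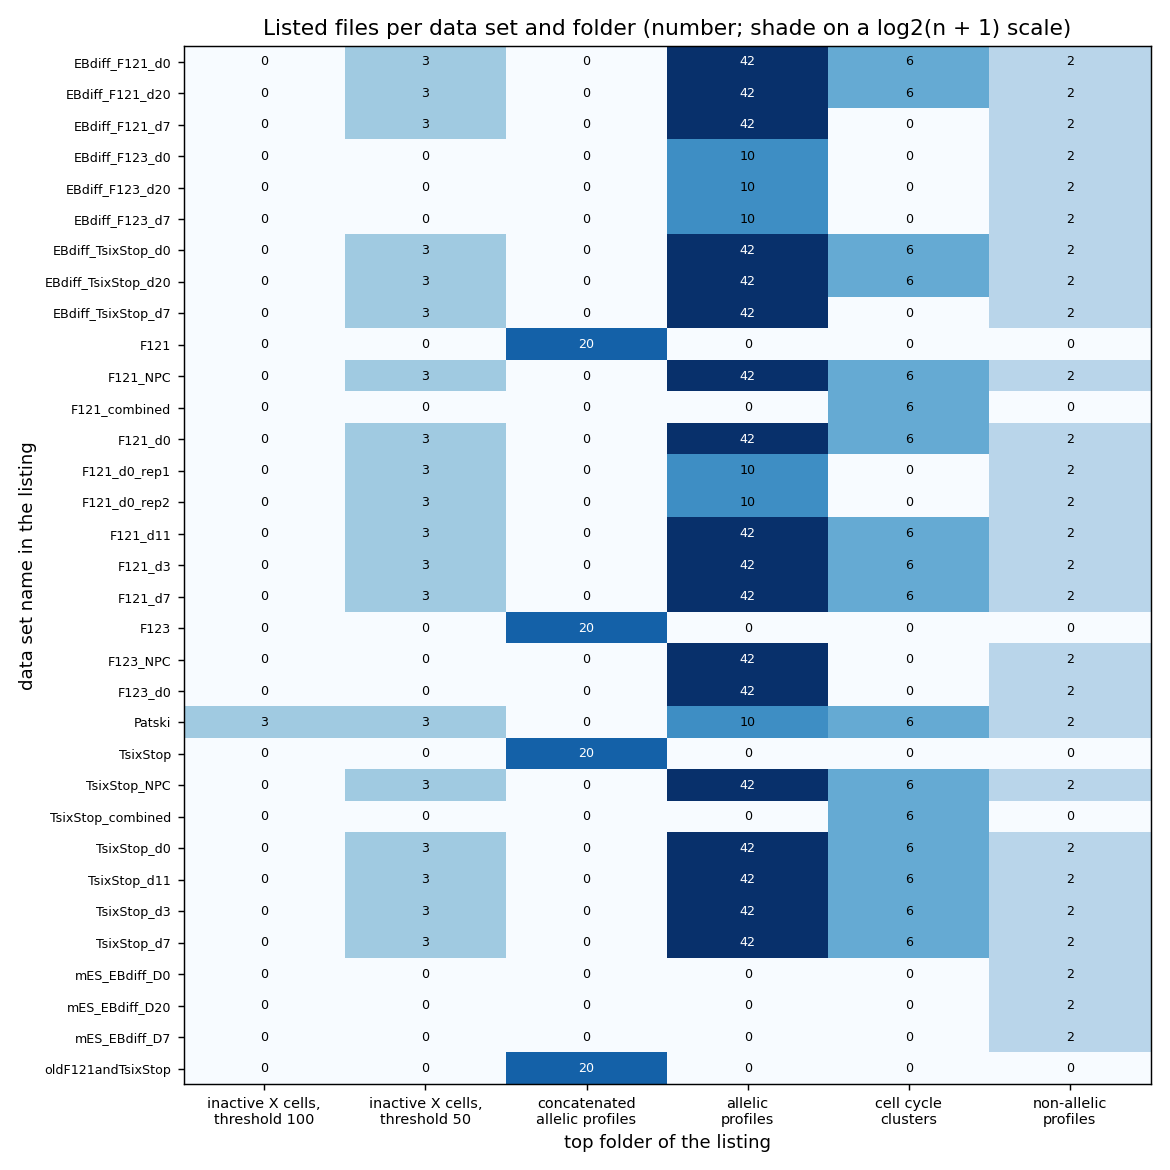
Number of listed files for each data set name (rows) in each top folder of the listing (columns), with the number printed in each cell. F123 data sets have 0 files in the folders of inactive X cells and of cell cycle clusters.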

Values the study reported

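For cells other than those of the independent time course given below, the study reported a bipartite 129 X chromosome in 9% of Tsix-stop cells at d0. The call, here and for every share below, used the study's long-range to mid-range difference. Its cutoff was set at a 10% false positive rate on chromosome 1. The study reported that the share of Tsix-stop cells with a bipartite 129 X was 34% at d3, 63% at d7, 71% at d11 and 83% in NPCs. For F121 it reported a bipartite X in 12% of cells at d0 (6% on the 129 X) and 14% at d3 (8%). The F121 share was 44% at d7 (28%) and 50% at d11 (32%), a slower rise than in Tsix-stop. For F121 NPCs it reported the same 83% as for Tsix-stop NPCs, all on the 129 X. These F121 NPCs were a clonal line with the 129 X inactive. In F121 from d0 to d11 either X could be inactivated, so the NPC share is not a later point of the same mixed population. The shares at d0, and that of F121 at d3, lie near the 10% false positive rate. For Patski the study reported 81% (943 of 1161 cells), counting cells with at least 100 contacts per allele. For the other cells it required at least 50. For the d20 fibroblasts of an independent time course, it reported a bipartite X in 59% of Tsix-stop cells, with 56% on the 129 and 3% on the castaneus X, and in 74% of F121 cells, with 49% on the 129 and 25% on the castaneus X. The d0 and d7 shares for that independent course are not printed here. At d7 the study reported a smaller share with a bipartite X there than in the series given first, in both lines. That share was somewhat larger in F121 than in Tsix-stop, from fewer cells and with no test of the difference. In that independent course, the study's cutoff for the call differed between the lines. Neither cutoff was that of the series given first, which also limits comparisons of the d20 shares. On the 129 X alone, the F121 share at d7 was larger than in the series given first. That series therefore does not stand for both courses. Nor can it be assigned to course A alone. The labels give no course for the NPCs, which shared a pool with course B day 0 cells. The labels also place F121 day 0 cells in course B, and do not state which F121 day 0 cells entered the reported share.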

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

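A total of 85 alternative values were computed for 31 results, and 76 of them stayed on the side of the threshold of the reported value or moved little or not at all. Pooling labels by cell line raised the most barcodes held by one label to 48 in the course C day 7 list and in the 3 lists of the pool with NPCs, and to 96 in both course A lists, by construction, since labels of one line were added up. Matching labels without case, punctuation and a missing leading F found 29 of the 29 combinations of label and list in place of 27. Matching on cell line and stage alone gave 8 pairs of lists with a barcode of the same label in place of 5. Counting files alone left 1112 of the 1139 listed entries, the difference being the 27 folders.

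The GC and distance comparisons gave no p-value under 0.05 with any alternative. The lowest was 0.0887, for the edit distance in the course C day 20 list. Restricting the tests to labels of cell lines named in the descriptions removed no label and so changed nothing. Counting distinct barcodes in place of all entries left the numbers of wells as they were, since no list repeats a barcode. Restricting them to labels that a description writes exactly, an alternative chosen after seeing the data, removed F123_NPC from 2 lists and left 72 barcodes in each. The GC range was then 2.08 points in the NPC list (permutation p = 0.56) and 1.56 points in the F121 and F123 day 0 and NPC list (permutation p = 0.802), and the distance differences were -0.00355 (permutation p = 0.957) and -0.034 (permutation p = 0.495). Allowing reverse complements or 1 mismatch between lists could add no barcode, since the 96 already matched. The settings that removed or added nothing say nothing about stability. Pooling by cell line left 1 group in each course A list, so the GC and distance tests could not be run there. All of the tests rest on 96 barcodes divided in 3 ways, so the 8 lists are not 8 independent tests.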

Other observations

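The tests on fragment size and on list neighbours were chosen before their results were seen; the others in this part were chosen after. No biological explanation was tested, since the patterns concern design files and text.

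Labels recurred every 8 entries down every list, and 100% of entries carried the label found 8 entries earlier. The lists may run down the columns of a 96-well plate with each label in whole plate rows. A dispenser with 8 channels or strips of 8 tubes would leave the same order, so these cannot be told apart. Placing labels by list position could have grouped similar barcodes if the list were sorted by sequence, but list neighbours differed at 6.01 positions on average, inside the middle 95% of 10000 random orders (5.63 to 6.11).

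The 3 example cell names in the readme, given for F121 at day 0 of course C, share the first barcode AACGGTCG, a sequence picked out after its labels were seen. It stands for F121_d0 in 1 of the 8 lists, the course C day 0 list, and for other labels in the rest. A candidate explanation is that the first barcode of a cell name is the well barcode of the course C day 0 list. The test is weak, because 50% of the barcodes in that list carry F121_d0. The second barcodes of the 3 names occur in 0 of the lists.

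A total of 2 barcodes contain GATC, the DpnII site. That argues against the explanation that the barcode set was chosen to avoid the site; sets shuffled to the same base composition held 1.57 on average (middle 95% from 0 to 4). Another 2 barcodes are each other's reverse complement.

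The labels of 5 pools state an average fragment size of 296 and a fragment size range of 350 to 800, without units, so the average lies outside the range. If the average were that of DpnII fragments of the genome, it could be compared with the 6417352 fragments between sites on GRCm38. Their mean was 399 bp and their median 261 bp, each more than 10% from the stated value, which argues against both readings. What the 296 describes stays open.

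Course A placed each day on the same 24 barcodes in F121 and in Tsix-stop, so day and barcode set coincide in both lines, and a comparison of days within course A has no exchange of barcodes to check it against. Day 7 of Tsix-stop in course C sat on the barcodes of day 7 in course A as well, while its day 0 did not share a barcode between the courses.

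The readme describes cell cycle clusters from a Spearman distance with 1 file per data set, while the example name it gives carries the Euclidean distance. The listing holds 102 such files, of which 34 carry the Spearman distance. All 9 example names in the readme were found in the listing. Its distance ranges, powers of 2 with exponents from 10 to 27.75 in steps of 0.125, make 143 bins, the number it states. If each range spans a doubling, as the text reads, neighbouring ranges overlap and a contact away from the shortest and longest distances is counted in 8 of them. The widest range would end at 451 Mb, beyond chromosome 1 (195 Mb).

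The readme takes differences between long-range contacts (6.5 to 87 Mb) and mid-range contacts (85 kb to 1.1 Mb), with chromosome 1 setting the threshold for the X. By length alone, 68.4% of the pairs of positions on the X (171 Mb) lie in the long range and 1.18% in the mid range, against 62.7% and 1.04% on chromosome 1. The mean DpnII fragment was 372 bp on the X and 400 bp on chromosome 1, with 383 to 409 bp over the 19 autosomes. Both homologs of a chromosome share its length to the extent that the reference describes them, and the effect of these differences on the authors' calls was not tested.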
